A study of Homo sapiens with 24 samples. Its data were reported in "Combined Experimental and System-Level Analyses Reveal the Complex Regulatory Network of miR-124 during Human Neurogenesis" (2018).

How the data were processed

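Small RNAs were measured in 24 libraries from 2 genotypes, WT and ΔmiR-124, at 0 and 4 dpi, in AGO2-IP and whole-cell material, with 3 libraries in each of 8 groups. Per the labels, cells at 4 dpi had received 0.5 µg/ml doxycycline, AGO2 was precipitated with an antibody against human AGO2, and libraries were made from 50 ng RNA with a NEXTFlex Small RNA kit and 22 PCR cycles. The submitters' processing notes name FastQC, featureCounts, DESeq2 and the builds hg38 and GRCh38, with no versions for the tools. The deposited table held raw integer read counts per miRNA gene (hairpin locus, not mature arm) that the authors made with these steps. The methods of the study name BBDuk for trimming and Segemehl for mapping of RIP-Seq reads and say that small RNA reads were handled in a similar way. They also state that reads mapped to several places were left out of the study's differential analysis, which rested on unique reads. Whether the deposited counts leave out the same reads, and whether the strand of a read was used, were not given in the sources used here. The methods call the 3 samples of each group independent where they describe the long-RNA libraries of this design. The replicates here carried numbers only, and whether they came from those samples was not stated, so the p-values measure the spread between these libraries.

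The table held 1879 genes, of which 1877 matched the GENCODE annotation of GRCh38 by Ensembl ID, 1834 had the same symbol there, and 438 had 0 counts in all libraries. All columns were assigned to a sample from the labels. Library totals ran from 6728590 to 15660366 in AGO2-IP and from 281380 to 2780303 in whole-cell libraries. The libraries detected 849 to 1120 genes in AGO2-IP and 454 to 681 in whole-cell, and the 10 most abundant genes held 63.3 to 77.7% of counts. Within each group, no library was a copy of another. Of genes with at least 1000 counts, 16 pairs annotated on opposite strands of 1 site had totals within 5% of each other, 14 of them with equal counts in all 24 libraries, so reads of these pairs were counted under both names. The second name of these pairs held 2.66 to 5.93% of counts. Levels of MIR371A and MIR371B, MIR486-1 and MIR486-2, MIR219A2 and MIR219B, MIR338 and MIR3065, MIR203A and MIR203B and MIR423 and MIR3184 therefore cannot be split by strand. Copies with the same mature sequence, such as MIR1-1 and MIR1-2 or MIR92A1 and MIR92A2, may share reads in a way the table does not show. Of all 22-base windows, 67.2% of those in MIR124-1, 70.5% in MIR124-2 and 69.7% in MIR124-3 occurred once in GRCh38. The median for all hairpins was 100%.

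Differential abundance was tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, quasi-likelihood F test). AGO2-IP and whole-cell libraries were fitted separately, 12 libraries each, and comparisons between fractions used all 24. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p under 0.05 counted as a call. Standard errors came from the quasi-likelihood statistic. Comparisons were ΔmiR-124 against WT in each fraction and day, 4 against 0 dpi in each genotype and fraction, AGO2-IP against whole-cell in each genotype at 4 dpi, genotype by day in each fraction, and genotype by fraction at 4 dpi. The share of counts at the miR-124 loci was compared by exact permutation. Folds against a group at 0 used a floor of 3 counts over the group, and ratios on 1 to 3 counts carry a 95% counting interval. The comparisons, alternatives, lists and the rule for named genes were fixed before the data were examined, except that counts of MIR494 and MIRLET7E in a supplementary table of the study had been seen.

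A total of 17 gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with the correlation estimated from the data as a check, and with fry. They covered the miR-124 loci, the miR-302 (with MIR367), miR-371-373, C19MC, miR-17-92 and paralogous, 14q32 and miR-183 (with MIR96 and MIR182) clusters, the let-7, miR-34 (with MIR449A to MIR449C) and miR-200 families, and miRNAs enriched in neurons, muscle, endoderm, blood, mesenchyme and glia, the latter groups standing for other cell types, and entries overlapping other RNA classes. Of these, 71 tests over all comparisons were called by camera and 20 of them with the estimated correlation. MIR219A2 and MIR219B, MIR371A and MIR371B, and MIR486-1 and MIR486-2 each share their reads but entered a list under both names. Member counts and camera p-values of the glial, miR-371-373 and blood lists therefore treat such a pair as separate members. Genes named for a comparison were the 3 miR-124 loci, up to 10 called genes with the largest rise and 10 with the largest fall among those with a mean of at least 50 CPM in the higher group and no overlap between the groups' libraries, up to 4 members of each list with the highest mean CPM, the 5 most abundant genes of each group, and up to 10 genes called in the same direction between genotypes in both fractions at 4 dpi. For interactions, the condition on overlap was dropped.

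Alternatives were RLE factors, library totals without factors, library sizes without the miR-124 loci, no filter on low counts, DESeq2 1.42.0, a replicate term in the model, a fit of the compared groups alone, copies of a miRNA summed, and leaving out each library in turn. Leaving out 1 gene of each opposite-strand pair was chosen after seeing the data. Whether replicate numbers pair libraries was checked on 228 abundant genes by correlating residuals: between AGO2-IP and whole-cell libraries of ΔmiR-124 at 4 dpi, libraries with the same number had correlations of 0.111 to 0.266 and others of -0.284 to 0.116, so these libraries were treated as pairs in an alternative fit, while in the other groups the numbers were not read as pairs. The pipeline was tested on simulated data built from these libraries, after first exploratory fits of the real counts, where it recovered 67% of 2-fold and 87.6% of 4-fold changes between genotypes in AGO2-IP libraries, and 23.3% and 52.1% in whole-cell libraries. The simulation gave 150 and 72 calls in these fractions, against 42 and 9 in the real comparisons at 4 dpi. More true changes make the adjusted threshold easier to pass, so recovery in the real data may be lower. Positions and host genes came from GENCODE, and figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene-expression, protein and imaging data of the study were not analysed here.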

Results

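Small RNAs were sequenced from iNGN cells, a line of human induced pluripotent stem cells in which doxycycline switches on the neurogenin transcription factors and turns the cells into neurons. Wild-type cells (WT) were compared with ΔmiR-124 cells, an iNGN derivative in which the 3 genomic copies of miR-124 had been disrupted. Both genotypes were taken before induction (0 dpi) and at 4 days post induction (4 dpi). At each time, RNA came from an immunoprecipitate of Argonaute 2, the protein that binds mature miRNAs (AGO2-IP), and from lysate kept before the immunoprecipitation (whole-cell). The 24 libraries formed 8 groups of 3. The AGO2-IP libraries held 6728590 to 9968579 counts in WT at 0 dpi, 8105521 to 13008894 in ΔmiR-124 at 0 dpi, 7731276 to 11507184 in WT at 4 dpi and 9782115 to 15660366 in ΔmiR-124 at 4 dpi. The whole-cell libraries were shallower, with 562538 to 1062155, 281380 to 959160, 2327809 to 2502347 and 1817885 to 2780303 counts in the same order. Levels below are in CPM (counts scaled to library size) as mean ± SD (n = 3), and log2 fold changes carry their standard error. A few miRNAs held most counts: MIR302A, a miRNA of pluripotent cells, took 33.3% of the WT AGO2-IP counts at 0 dpi, and MIR183, known from sensory neurons, took 17.1% at 4 dpi. Each genotype was 1 line, WT at passage 52 and ΔmiR-124 at passage 55, so genotype, line and passage cannot be told apart.

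The first question was how completely the targeted miRNA was lost. miR-124, a miRNA abundant in neurons, is encoded in GRCh38 by MIR124-1 (ENSG00000284321, chromosome 8, 9903388 to 9903472, an exon of MIR124-1HG), MIR124-2 (ENSG00000207816, chromosome 8, 64379149 to 64379257, an exon of MIR124-2HG) and MIR124-3 (ENSG00000207598, chromosome 20, 63178500 to 63178586, intergenic on its strand). In AGO2-IP libraries at 4 dpi, the 3 loci together held 0.0130 ± 0.00211% of counts in WT and 0.000115 ± 1.86e-05% in ΔmiR-124 (SD, n = 3), a 113-fold difference. The whole-cell shares at 4 dpi were 0.101 ± 0.0137% in WT and 0.000122 ± 0.000181% in ΔmiR-124, an 828-fold difference. Before induction the WT shares were already 82.9-fold (AGO2-IP) and 23.6-fold (whole-cell) above those of ΔmiR-124. Apart from the AGO2-IP value at 4 dpi, these folds rest on 7 to 11 ΔmiR-124 counts, and 1 library sets their size. In whole-cell libraries at 4 dpi the fold ran from 552 without ΔmiR-124 replicate 1 to 5620.2 without replicate 2. At 0 dpi it was 260.1 in AGO2-IP libraries without ΔmiR-124 replicate 3, and in whole-cell libraries 62 without replicate 1. In WT, the share at 4 dpi was 6.01 times that at 0 dpi in AGO2-IP libraries and 9.18 times in whole-cell libraries. In each of these comparisons the 3 libraries of the lower group lay below all 3 of the other (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

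Every ΔmiR-124 library was low. At 4 dpi, the 3 loci had 12 to 15 counts per ΔmiR-124 AGO2-IP library against 1092 to 1338 in WT, and 0 to 6 per whole-cell library against 2232 to 2720. At 0 dpi the counts were 1 to 5 against 142 to 226 (AGO2-IP) and 0 to 10 against 79 to 103 (whole-cell). Of the ΔmiR-124 whole-cell libraries, replicate 3 at 0 dpi and replicate 1 at 4 dpi had 0 counts, which allows shares of up to 0.000505% and 0.000128%. By locus, MIR124-3 in AGO2-IP libraries at 4 dpi had 673 counts in WT and 0 in ΔmiR-124, at least 283-fold lower with a floor of 3 counts over the group. MIR124-1 had 1345 against 2 counts, a ratio of 848 with a 95% counting interval of 234 to 7013. MIR124-2 kept a trace, at 1.09 ± 0.220 against 57.7 ± 10.6 CPM (log2 fold change -5.78 ± 0.34, adjusted p = 2.51e-09), and in ΔmiR-124 it rose from 1 count at 0 dpi to 38 at 4 dpi (adjusted p = 8.34e-05, ratio 34.2, 95% counting interval 5.79 to 1388). In whole-cell libraries at 4 dpi, MIR124-3 had 5480 against 1 counts, a ratio of 5279.6 with a 95% counting interval of 947 to 208570.0, and MIR124-1 was at least 254-fold lower. Counting intervals and floors cover counting error only. The 3 hairpins share a stretch of 31 bases, so how reads that match several copies were counted bears on the level of each locus.

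**Figure D1:**
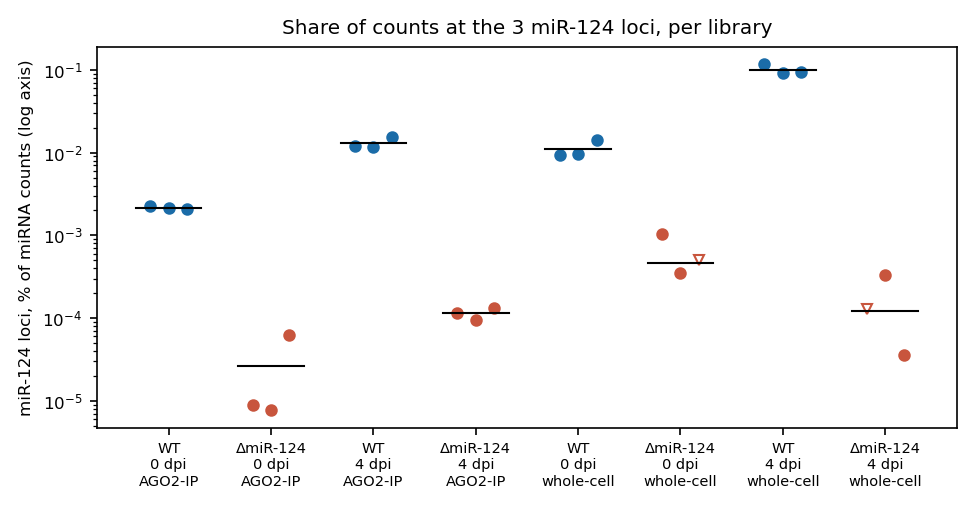
Share of counts at the 3 miR-124 loci in each library (percent of library total, log axis), by genotype, day and fraction; bars are means of 3 libraries, with a library at 0 entering as 0, and open triangles mark the 2 libraries with 0 counts at their floor of 3 counts. All ΔmiR-124 libraries lie below the WT libraries of the same day and fraction.

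The comparison of genotypes in AGO2-IP libraries at 4 dpi asked which other miRNAs on AGO2 differed once miR-124 was missing. Beyond miR-124, and among genes of at least 50 CPM, the largest fold differences were in MIR200A (ENSG00000207607, chromosome 1, 1167863 to 1167952), a miR-200 family member known for repressing ZEB transcription factors, and in MIR100 (ENSG00000207994, chromosome 11, 122152229 to 122152308, an intron of MIR100HG). MIR200A was lower in ΔmiR-124, at 44.1 ± 6.46 against 375 ± 23.1 CPM (log2 fold change -3.16 ± 0.19, adjusted p = 2.51e-09), and so was MIR100, at 180.1 ± 20.5 against 889 ± 52 CPM (log2 fold change -2.38 ± 0.20, adjusted p = 2.63e-07). MIR99A, of the same seed family as MIR100, was also lower (log2 fold change -1.80 ± 0.19, adjusted p = 7.27e-06). MIR30A (ENSG00000207827, chromosome 6, 71403551 to 71403621, an intron of LINC00472), one of the abundant miRNAs of these cells, stood at 11144 ± 1092 against 22574 ± 2248 CPM (log2 fold change -1.07 ± 0.15, adjusted p = 0.000288). MIR200B (ENSG00000207730, chromosome 1, 1167104 to 1167198), which lies beside MIR200A on the same strand, was higher in ΔmiR-124, at 409 ± 24.7 against 180.2 ± 4.11 CPM (log2 fold change 1.12 ± 0.14, adjusted p = 3.47e-05). MIR155, best known from immune cells, was higher as well, at 125 ± 2.35 against 56.9 ± 3.47 CPM (log2 fold change 1.07 ± 0.16, adjusted p = 0.000398). For each of these genes all 3 ΔmiR-124 libraries lay on 1 side of all 3 WT libraries. The rule for naming the largest changes required this separation, so it adds no support to the calls. Of 744 genes tested with edgeR, 23 were higher and 19 lower in ΔmiR-124. Fewer passed when 1 library was left out: 11 without WT replicate 1, 19 without WT replicate 2, 23 without ΔmiR-124 replicate 1 and 26 without ΔmiR-124 replicate 3. With the 6 compared libraries alone in the fit, 29 were higher and 39 lower (68 in all).

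Among the lists fixed beforehand, the miR-302 cluster (MIR302A to MIR302D and MIR367), which marks pluripotent cells, was higher in ΔmiR-124 at 4 dpi in AGO2-IP libraries. Of its 5 members, 4 were higher (4 adjusted over the list alone, median log2 fold change 0.51, camera adjusted p = 0.000709, adjusted p = 0.145 with an estimated correlation). MIR302B reached 10917 ± 961 against 6783 ± 344 CPM (log2 fold change 0.62 ± 0.13, adjusted p = 0.00848) and MIR302A 68732 ± 9813 against 47079.8 ± 1711 CPM (log2 fold change 0.47 ± 0.13, adjusted p = 0.0426). The neuron-enriched miRNAs other than miR-124 were lower as a list, with 5 of 22 lower (9 adjusted over the list alone, median -0.30, camera adjusted p = 3.00e-05, adjusted p = 0.145 with an estimated correlation). They included MIR7-3 at 659 ± 116 against 1099.7 ± 91.1 CPM (log2 fold change -0.82 ± 0.20, adjusted p = 0.0216) and MIR149 at 1166 ± 162 against 1851 ± 60.9 CPM (log2 fold change -0.75 ± 0.14, adjusted p = 0.00602), whereas MIR9-3 stood at -0.06 ± 0.16 (adjusted p = 0.983). The miR-34 family (MIR34A to MIR34C and MIR449A to MIR449C) was higher (2 of 6, 3 adjusted over the list alone, camera adjusted p = 0.0114, adjusted p = 0.229 with an estimated correlation). The miR-200 family was split, with 3 members higher and 1 lower (3 and 2 adjusted over the list alone); its median was 0.57, its mean -0.21, and camera pointed down (adjusted p = 0.761). Among the 5 lower neuron-enriched members, MIR125B1 and MIR125B2 are copies of 1 miRNA. The counts for the first 3 of these lists hung on single libraries. Without WT replicate 1, 0 members passed in each of the miR-302, neuron-enriched and miR-34 lists, and over all fits with 1 library left out the counts ran from 0 to 4, 0 to 4 and 0 to 2. With RLE factors 2 of the miR-302 cluster and 1 of the miR-34 family passed, and with library totals 3 neuron-enriched miRNAs and 1 of the miR-34 family. The median of the neuron-enriched list ran from -0.46 to -0.19 with 1 library left out. MIR302A lost its call without any 1 library but ΔmiR-124 replicate 3 (0.44 to 0.50), under RLE factors (0.44) and without the filter (0.48). MIR7-3 lost its call without WT replicate 1 (-0.73), WT replicate 2 (-0.79) or ΔmiR-124 replicate 3 (-0.73), and MIR302B and MIR149 without WT replicate 1 (0.61 and -0.70), as did 13 other named genes when at least 1 library was left out. The 9 named genes that kept it throughout were the 3 miR-124 loci, MIR100, MIR155, MIR200A, MIR200B, MIR30A and MIR99A.

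The other lists were not called in that comparison. The miR-371-373 cluster, also of pluripotent cells, had 0 of 4 members past the threshold but 4 lower adjusted over the list alone (median -0.42, camera adjusted p = 0.0516). One member was higher of the 29 tested from the chromosome 19 cluster C19MC (1 adjusted over the list alone, median 0.34, camera adjusted p = 0.0588) and 2 of 15 from the miR-17-92 and paralogous clusters (2 adjusted over the list alone, adjusted p = 0.323). By edgeR and adjusted over the list alone, 0 of 12 let-7 genes (camera adjusted p = 0.895), 0 of 17 genes of the 14q32 cluster (0.352), 0 of 3 of the miR-183 cluster (0.337), 0 of 7 muscle (0.433), 0 of 6 endoderm (0.337), 0 of 4 glial miRNAs (0.639) and 0 of 8 entries that overlap other RNA classes (0.949) passed. One mesenchymal miRNA of 9, MIR199A2, was lower (3 adjusted over the list alone, 0.105). One blood miRNA of 7, MIR155, was higher (1 adjusted over the list alone, median -0.33, mean -0.10, camera pointing up, 0.949). With 1 library left out, the members past the threshold were 0 to 1 for C19MC, 0 to 1 for the miR-17-92 and paralogous clusters and 0 to 2 for the mesenchymal list, and medians of uncalled lists moved by over 1.5 times in most cases. Over all 744 genes, 109 had an unadjusted p below 0.05, and DESeq2 called 61.

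The whole-cell libraries at 4 dpi showed whether the same miRNAs differed before the immunoprecipitation. They did for MIR200A, at 34.8 ± 10 against 629 ± 56.4 CPM (log2 fold change -4.21 ± 0.49, adjusted p = 3.43e-05), for MIR100, at 211 ± 62.2 against 929 ± 72.4 CPM (log2 fold change -2.17 ± 0.29, adjusted p = 0.000144), and for MIR30A, at 15899.8 ± 1691 against 27736 ± 2405 CPM (log2 fold change -0.84 ± 0.14, adjusted p = 0.000909). MIR200B was higher in ΔmiR-124, at 295 ± 39.3 against 142 ± 26.5 CPM (log2 fold change 1.02 ± 0.22, adjusted p = 0.0131), as were MIR221, at 3000.4 ± 217 against 1692 ± 225 CPM (log2 fold change 0.79 ± 0.17, adjusted p = 0.0131), and MIR877, at 529 ± 49.6 against 266 ± 28.9 CPM (log2 fold change 0.96 ± 0.23, adjusted p = 0.0311). MIR155 had 1.27 ± 0.32 (adjusted p = 0.0546). Of 512 genes tested with edgeR, 3 were higher and 6 lower; the 6 lower were the 3 miR-124 loci, MIR200A, MIR100 and MIR30A. Of 482 genes tested in both fractions, 2 were higher in ΔmiR-124 in both (MIR200B and MIR221, 0.143 if the calls were independent) and 6 lower in both (0.236 if independent). MIR200B, MIR221 and MIR877 all lost the call without WT replicate 1 (0.88, 0.65 and 1.00) and without ΔmiR-124 replicate 1 (0.88, 0.71 and 0.97). Without WT replicate 2, MIR221 was at 0.82, and without WT replicate 3, MIR200B was at 0.99, again short of the threshold, and MIR877 lost the call without any 1 of the 6 libraries, with a replicate term in the model and without the filter on low counts (0.85). The balance of directions turned with the method: DESeq2 called 16 genes higher and 10 lower, a fit of the 6 compared libraries alone 22 and 19, and library totals without further scaling 8 and 6.

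By list, the whole-cell genotype difference at 4 dpi was lower for the miR-371-373 cluster (0 of 4, 4 adjusted over the list alone, median -0.49, camera adjusted p = 0.0164, adjusted p = 0.264 with an estimated correlation) and for the neuron-enriched miRNAs (0 of 21, 0 adjusted over the list alone, median -0.35, camera adjusted p = 0.0257, adjusted p = 0.147 with an estimated correlation). It was higher for the miR-302 cluster (0 of 5, 3 adjusted over the list alone, median 0.45, camera adjusted p = 0.0257, adjusted p = 0.362 with an estimated correlation). The miR-17-92 and paralogous clusters, linked to proliferation, were also higher (0 of 15, 5 adjusted over the list alone, median 0.48, camera adjusted p = 0.00191, adjusted p = 0.215 with an estimated correlation), with a median of 0.24 to 0.67 when 1 library was left out.

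**Figure D2:**
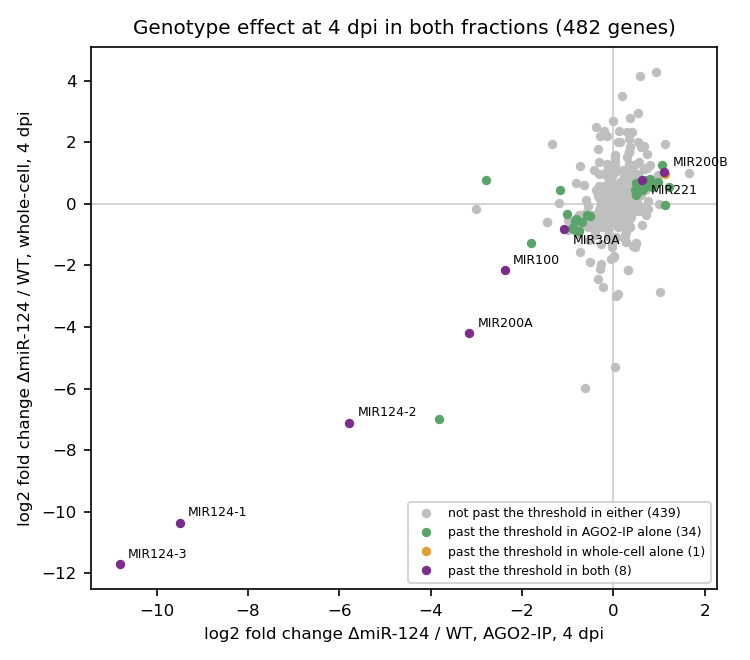
Log2 fold change of ΔmiR-124 over WT at 4 dpi in AGO2-IP (x axis) and whole-cell (y axis) for the 482 genes tested in both; colours mark genes past the edgeR threshold in both fractions (8), in AGO2-IP alone (34), in whole-cell alone (1) or in neither (439). The positions of MIR124-1 and MIR124-3 were fitted against counts at or near 0 and depend on the prior count.

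At 0 dpi, the genotypes were compared before induction, when the cells are undifferentiated. MIR21, abundant in many cultured cells, stood in AGO2-IP libraries at 29719.5 ± 3823 against 15187 ± 678 CPM in ΔmiR-124 against WT (log2 fold change 1.06 ± 0.13, adjusted p = 7.15e-05). MIR200A was higher at this time, at 130.5 ± 19 against 54 ± 10 CPM (log2 fold change 1.36 ± 0.18, adjusted p = 9.43e-05), together with MIR200B, at 1819 ± 119 against 962 ± 78.1 CPM (log2 fold change 1.01 ± 0.13, adjusted p = 0.000108), and MIR429 (ENSG00000198976, chromosome 1, 1169005 to 1169087), at 75.4 ± 2.9 against 27.8 ± 2.63 CPM (log2 fold change 1.53 ± 0.21, adjusted p = 0.000152). MIR30A (log2 fold change 1.21 ± 0.16, adjusted p = 9.43e-05) and MIR30E (log2 fold change 0.86 ± 0.15, adjusted p = 0.00198) were higher. So was MIR1-1, the muscle miRNA, at 208 ± 48.4 against 74.5 ± 18.4 CPM (log2 fold change 1.57 ± 0.22, adjusted p = 0.000152). MIR181B1 (log2 fold change -0.87 ± 0.13, adjusted p = 0.00041) and MIR744 (log2 fold change -1.05 ± 0.23, adjusted p = 0.0121) were lower. Of 744 genes tested with edgeR, 29 were higher and 15 lower in ΔmiR-124. The excess of higher genes shrank with the scaling, to 16 against 14 with RLE factors and 17 against 15 under library totals. The count was 24 without WT replicate 1, 18 without WT replicate 2, 24 without WT replicate 3, 29 without ΔmiR-124 replicate 1 and 27 without ΔmiR-124 replicate 2. DESeq2 called 67, and a fit of the 6 compared libraries alone 26.

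The miR-200 family was higher before induction in AGO2-IP libraries, with 4 of 5 members past the threshold (4 adjusted over the list alone, median 1.01, camera adjusted p = 8.25e-07, adjusted p = 0.162 with an estimated correlation). Muscle and mesoderm miRNAs were higher (3 of 7, 3 adjusted over the list alone, median 0.65, adjusted p = 0.00527, and 0.238 with an estimated correlation), and so were mesenchymal and fibroblast miRNAs (2 of 9, 4 adjusted over the list alone, median 0.50, adjusted p = 0.00527, and 0.238 with an estimated correlation). Of the 3 muscle genes, MIR1-1 and MIR1-2 are copies of 1 miRNA. The miR-371-373 cluster was lower (1 of 4, 3 adjusted over the list alone, median -0.58, adjusted p = 0.0103, and 0.281 with an estimated correlation); its called member was MIR373 (log2 fold change -0.56 ± 0.15, adjusted p = 0.0404), which lost the call without the filter on low counts, with the 6 compared libraries alone in the fit, and without any 1 of the 6 libraries (from -0.45 without ΔmiR-124 replicate 1 to -0.60 without WT replicate 2). With 1 library left out, the median of the muscle list ran from 0.31 to 1.00, and 1 to 2 mesenchymal and 0 to 2 miR-371-373 members passed. The miR-302 cluster had 0 of 5 past the threshold (0 adjusted over the list alone, median 0.15, adjusted p = 0.533). Beyond the 3 miR-124 loci, 2 genes were higher in ΔmiR-124 at both times in AGO2-IP libraries (MIR200B and MIR429, 0.896 if the calls were independent). Another 3 were lower at both times: MIR181B1, MIR181B2 and MIR675 (ENSG00000284010, chromosome 11, 1996759 to 1996831, an exon of H19). MIR181B1 and MIR181B2 are copies of 1 miRNA. MIR675, MIR429 at 4 dpi and MIR181B1 and MIR181B2 at 4 dpi fell outside the rule for named genes and were chosen after their values were seen.

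In whole-cell libraries at 0 dpi, 1 of 512 genes differed between genotypes by edgeR, MIR124-3, at 3.62 ± 3.65 against 70.8 ± 37.2 CPM (log2 fold change -4.10 ± 0.61, adjusted p = 0.00164). MIR200A had 1.40 ± 0.47 (adjusted p = 0.279) and MIR1-1 0.96 ± 0.25 (adjusted p = 0.214). The miR-200 family was higher as a list (0 of 5, 2 adjusted over the list alone, median 0.73, camera adjusted p = 0.012, adjusted p = 0.25 with an estimated correlation) and the miR-371-373 cluster lower (0 of 4, 2 adjusted over the list alone, median -0.61, camera adjusted p = 0.00296, adjusted p = 0.241 with an estimated correlation). The median of the miR-371-373 cluster with 1 library left out ran from -0.82 to -0.38. These were the shallowest libraries: 69 genes had an unadjusted p below 0.05, DESeq2 called 8 (6 higher) and a fit without the filter on low counts 11 (6 higher). The fit of the 6 compared libraries alone called 0, with MIR124-3 at -4.14. The count was 2 without WT replicate 1, 2 without WT replicate 3 and 3 without ΔmiR-124 replicate 3.

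The course of differentiation in WT gave the background for the knockout. In AGO2-IP libraries, miRNAs of pluripotent cells fell between 0 and 4 dpi. MIR302A fell from 332534 ± 33307 to 47079.8 ± 1711 CPM (log2 fold change -2.95 ± 0.14, adjusted p = 1.71e-11) and MIR302B from 65592 ± 5775 to 6783 ± 344 CPM (log2 fold change -3.40 ± 0.14, adjusted p = 3.35e-12). All 5 miR-302 cluster members fell (5 adjusted over the list alone, median -2.95, camera adjusted p = 4.42e-10, adjusted p = 0.014 with an estimated correlation), as did 29 of 29 C19MC genes (29 adjusted over the list alone, median -3.10, adjusted p = 5.16e-13, and 0.00399 with an estimated correlation) and 4 of 4 of the miR-371-373 cluster (4 adjusted over the list alone, median -2.36, adjusted p = 0.000259, and 0.0857 with an estimated correlation). The largest rises were in MIR216B, from 2.23 ± 0.725 to 4301 ± 392 CPM (log2 fold change 10.83 ± 0.41, adjusted p = 1.83e-12), MIR217, from 0.726 ± 0.317 to 1475 ± 119 CPM (log2 fold change 10.92 ± 0.32, adjusted p = 1.24e-13), and MIR375, from 113 ± 21.4 to 56844 ± 3783 CPM (log2 fold change 8.85 ± 0.28, adjusted p = 1.67e-13), all known from the pancreas. MIR9-3, a miRNA of the developing brain, rose from 254 ± 40.3 to 7682 ± 882 CPM (log2 fold change 4.79 ± 0.18, adjusted p = 1.87e-12). MIR183 rose from 31352 ± 4959 to 171038 ± 3310.1 CPM (log2 fold change 2.33 ± 0.17, adjusted p = 4.38e-09) and was the most abundant hairpin gene at 4 dpi. This ranking does not hold for mature miRNAs, since MIR92A1 and MIR92A2, copies with the same mature sequence, were counted apart, at 141264 and 59150 CPM. MIR200A rose (log2 fold change 2.66 ± 0.18, adjusted p = 1.74e-09), whereas MIR200B fell (log2 fold change -2.54 ± 0.14, adjusted p = 1.32e-10). Of 744 genes, 221 rose and 169 fell (edgeR). Under library totals alone the median of all genes lay 0.13 higher on the log2 scale.

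By list, the neuron-enriched miRNAs rose in WT AGO2-IP libraries (13 of 22, 13 adjusted over the list alone, median 1.08, camera adjusted p = 0.000326, adjusted p = 0.11 with an estimated correlation). The 14q32 cluster, an imprinted group of brain-expressed miRNAs, rose in 17 of 17 tested genes (17 adjusted over the list alone, median 3.37, or 3.31 with genes at 0 set at their bound, adjusted p = 0.0149, and 0.0757 with an estimated correlation). Glial miRNAs rose in 3 of 4 (3 adjusted over the list alone, median 3.47, adjusted p = 0.000155, and 0.0757 with an estimated correlation) and the miR-34 family in 4 of 6 (5 adjusted over the list alone, median 3.80, adjusted p = 0.000856, and 0.0757 with an estimated correlation). Of the 3 rising glial genes, MIR219A2 and MIR219B are names for the same reads. All 3 genes of the miR-183 cluster (MIR183, MIR96 and MIR182) rose, 3 adjusted over the list alone. The camera adjusted p of this cluster was 0.00362, and 0.11 with an estimated correlation. Muscle miRNAs rose in 6 of 7 (6 adjusted over the list alone, adjusted p = 0.00696, and 0.11 with an estimated correlation), MIR206 from 2.96 ± 0.641 to 671 ± 126 CPM (log2 fold change 7.67 ± 0.31, adjusted p = 3.00e-12). Endoderm miRNAs rose in 4 of 6 (4 adjusted over the list alone, adjusted p = 0.0103, and 0.11 with an estimated correlation). Of the miR-200 family, 4 fell and MIR200A rose (4 and 1 adjusted over the list alone, adjusted p = 0.0309, and 0.334 with an estimated correlation), and 10 of 15 genes of the miR-17-92 and paralogous clusters fell (10 adjusted over the list alone, adjusted p = 0.0342, and 0.334 with an estimated correlation). Not called as lists were let-7 (5 of 12 rose, 5 adjusted over the list alone, adjusted p = 0.0685), the mesenchymal list (5 rose, 2 fell, of 9, the same numbers adjusted over the list alone, 0.285), the blood list (2 rose, 2 fell, of 7, the same numbers adjusted over the list alone, median -0.34, mean 0.21, camera pointing up, 0.999) and the entries of other RNA classes (1 rose, 2 fell, of 8, the same numbers adjusted over the list alone, 0.594).

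ΔmiR-124 cells went through a similar course in AGO2-IP libraries. MIR375 rose from 110.3 ± 40.1 to 54599.7 ± 1009.7 CPM (log2 fold change 8.67 ± 0.28, adjusted p = 2.04e-13), MIR217 from 1.41 ± 0.767 to 1537 ± 217 CPM (log2 fold change 9.72 ± 0.29, adjusted p = 1.71e-13) and MIR9-3 from 249 ± 39.9 to 7677 ± 538 CPM (log2 fold change 4.67 ± 0.18, adjusted p = 2.08e-12). MIR302A fell from 347649 ± 30432 to 68732 ± 9813 CPM (log2 fold change -2.63 ± 0.14, adjusted p = 8.34e-11). MIR200A fell, from 130.5 ± 19 to 44.1 ± 6.46 CPM (log2 fold change -1.85 ± 0.18, adjusted p = 1.47e-07), the direction opposite to WT. Of 744 genes, 217 rose and 166 fell (edgeR). Both genotypes shared 183 rising genes (64.5 if the calls were independent) and 129 falling genes (37.7 if independent). Across genes, the fold changes of the 2 genotypes had a Pearson correlation of 0.883 and a Spearman correlation of 0.860, with genes not being independent replicates. Under library totals alone the median of all genes lay 0.30 higher.

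In the lists, 5 of 5 miR-302 cluster members fell in ΔmiR-124 AGO2-IP libraries (5 adjusted over the list alone, median -2.63, camera adjusted p = 7.28e-09, adjusted p = 0.0111 with an estimated correlation), as did 28 of 29 C19MC genes (28 adjusted over the list alone, adjusted p = 7.42e-14, and 0.0007 with an estimated correlation). Neuron-enriched miRNAs rose in 12 of 22 and fell in 3 (12 and 4 adjusted over the list alone, median 0.88, adjusted p = 0.00738, and 0.195 with an estimated correlation); MIR7-3 was among those that fell (log2 fold change -0.98 ± 0.20, adjusted p = 0.000534), whose number was 1 under library totals and 1 to 4 with 1 library left out. All 17 tested genes of the 14q32 cluster rose (17 adjusted over the list alone, median 3.03, adjusted p = 0.00296, and 0.0464 with an estimated correlation), as did 3 of 4 glial miRNAs (3 adjusted over the list alone, adjusted p = 3.38e-05, and 0.0495 with an estimated correlation). All 5 miR-200 members fell (5 adjusted over the list alone, median -2.13, adjusted p = 5.09e-05, and 0.0934 with an estimated correlation). Muscle miRNAs rose in 3 of 7 (3 adjusted over the list alone, adjusted p = 0.0951).

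**Figure D3:**
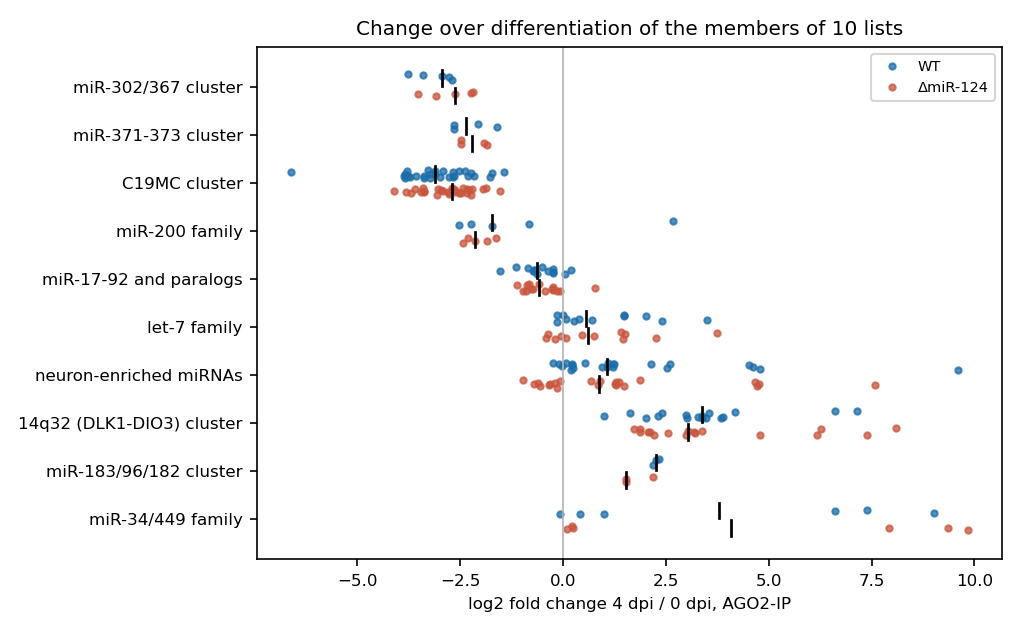
Log2 fold change from 0 to 4 dpi in AGO2-IP libraries of the tested members of 10 lists, in WT and ΔmiR-124; each point is a gene and each bar the median of its list. The miR-302 cluster, miR-371-373 and C19MC members lie below 0 and the 14q32 members above 0 in both genotypes, whereas MIR200A lies above 0 in WT and below 0 in ΔmiR-124.

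Whole-cell libraries showed the same main changes over time. MIR302B fell in WT from 68371 ± 13491 to 7289.5 ± 909 CPM (log2 fold change -3.69 ± 0.20, adjusted p = 9.01e-11) and in ΔmiR-124 from 69590.5 ± 10358 to 10176 ± 329 CPM (log2 fold change -3.15 ± 0.19, adjusted p = 9.18e-10). MIR375 rose in WT from 582 ± 355 to 78856 ± 5058 CPM (log2 fold change 6.70 ± 0.42, adjusted p = 5.44e-10) and in ΔmiR-124 from 677 ± 365 to 71001 ± 2986 CPM (log2 fold change 6.36 ± 0.42, adjusted p = 1.86e-09). MIR137, a miRNA of neurons, had 963 counts at 4 dpi and 1 at 0 dpi in WT, a ratio of 349 with a 95% counting interval of 62.5 to 13801. MIR2682, its neighbour, had 0 counts at 0 dpi in WT and was at least 74.1-fold higher at 4 dpi. MIR200A rose in WT (log2 fold change 3.09 ± 0.47, adjusted p = 3.88e-05) and fell in ΔmiR-124 (log2 fold change -2.51 ± 0.47, adjusted p = 0.000349). MIR124-3 rose in WT (log2 fold change 3.04 ± 0.44, adjusted p = 1.87e-05). Of 512 genes tested with edgeR, 105 rose and 85 fell in WT, and 101 rose and 83 fell in ΔmiR-124; the genotypes shared 77 rising (20.7 if the calls were independent) and 64 falling genes (13.8 if independent). Of 482 genes tested in both fractions, 101 rose and 69 fell in both in WT, and 92 rose and 59 fell in both in ΔmiR-124. Under library totals alone the median of all genes lay 0.44 higher in WT and 0.36 higher in ΔmiR-124, with 144 rising and 63 falling genes in WT and 134 and 59 in ΔmiR-124.

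Several lists kept their call in WT whole-cell libraries with an estimated correlation. The miR-302 cluster members fell (5 of 5, 5 adjusted over the list alone, median -3.16, camera adjusted p = 1.06e-09, and 0.0233 with an estimated correlation), as did the miR-371-373 members (4 of 4, 4 adjusted over the list alone, median -2.62, 0.0427 with an estimated correlation) and 15 of 21 C19MC genes (17 adjusted over the list alone, 0.0233 with an estimated correlation). Neuron-enriched miRNAs rose in 9 of 21 (9 adjusted over the list alone, median 0.63, adjusted p = 0.00297, and 0.0365 with an estimated correlation), and the miR-183 cluster in 3 of 3 (3 adjusted over the list alone, 0.0427 with an estimated correlation). In ΔmiR-124, miR-302 cluster (5 of 5 fell, 5 adjusted over the list alone, 0.0187 with an estimated correlation) and C19MC (11 of 21 fell, 11 adjusted over the list alone, 0.0187 with an estimated correlation) kept theirs, and all 5 miR-200 members fell (5 adjusted over the list alone, adjusted p = 0.000139, and 0.0588 with an estimated correlation). With 1 library left out, 9 to 12 C19MC genes fell in WT and 7 to 11 in ΔmiR-124. Under library totals the median of the neuron-enriched list in WT was 1.11.

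Whether the change over time itself differed between genotypes was tested as an interaction. In AGO2-IP libraries, MIR200A rose in WT and fell in ΔmiR-124, an interaction of -4.52 ± 0.26 (log2, adjusted p = 3.80e-09). MIR30A rose in both, from 1250.2 ± 101 to 22574 ± 2248 CPM in WT and from 2723 ± 157 to 11144 ± 1092 CPM in ΔmiR-124 (interaction -2.28 ± 0.22, adjusted p = 4.94e-06). MIR100 (-2.12 ± 0.27, adjusted p = 0.000135), MIR99A (-1.76 ± 0.27, 0.00119), MIR1-1 (-1.77 ± 0.31, 0.00324) and MIR30E (-1.14 ± 0.21, 0.00677) were likewise more negative in ΔmiR-124. MIR155 fell in both genotypes, less in ΔmiR-124 (interaction 1.38 ± 0.22, adjusted p = 0.00182). Of 744 genes, 2 had a higher and 15 a lower change in ΔmiR-124 (edgeR); DESeq2 called 20 higher and 25 lower, a fit without the filter 7 and 25, and library totals 5 and 9, so the excess of lower changes depended on the method. The count fell to 7 without ΔmiR-124 replicate 3 at 4 dpi, 8 without ΔmiR-124 replicate 1 at 4 dpi, 9 without WT replicate 1 at 4 dpi, 9 without WT replicate 2 at 0 dpi, 10 without WT replicate 2 at 4 dpi, and 11 without WT or without ΔmiR-124 replicate 1 at 0 dpi. The 7 named genes above passed in each of these fits.

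In whole-cell libraries, 4 of 512 genes had an interaction by edgeR, all lower in ΔmiR-124: MIR200A (-5.61 ± 0.67, adjusted p = 9.44e-05), MIR100 (-2.11 ± 0.40, 0.00809), MIR30A (-1.42 ± 0.19, 0.000262) and MIR124-3 (-7.61 ± 1.19, 0.00116). MIR124-3 did not pass without ΔmiR-124 replicate 1 at 0 dpi (-5.90). Its size rests on 8 counts at 0 dpi and 1 at 4 dpi in ΔmiR-124, a ratio of 30.3 with a 95% counting interval of 4.06 to 1344.7, and depends on the prior count.

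**Figure D4:**
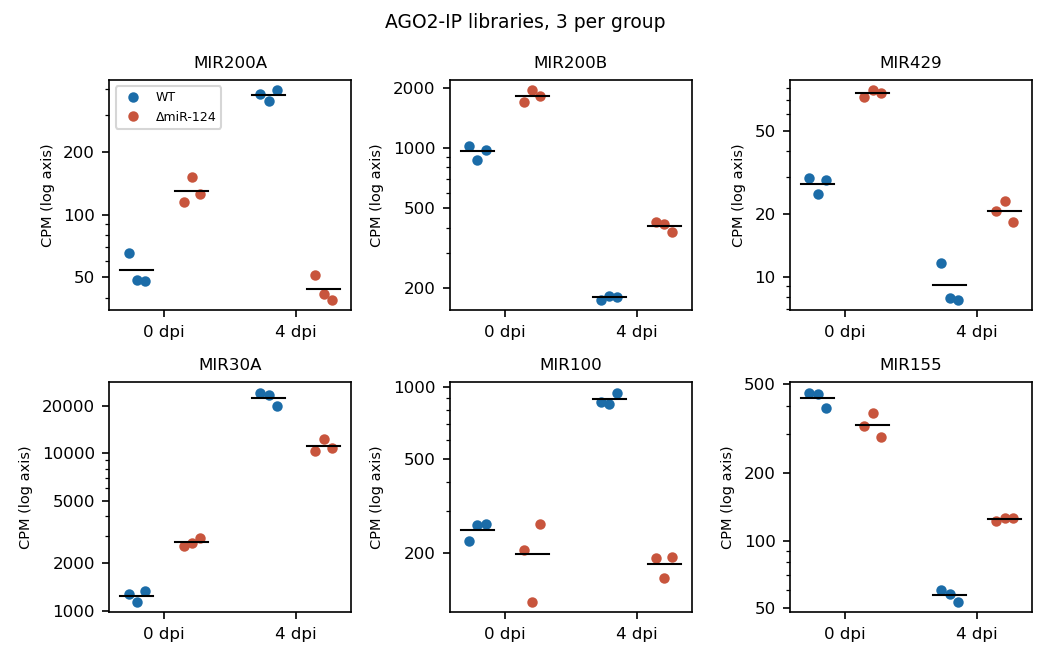
CPM (log axis) of 6 miRNA genes in each AGO2-IP library at 0 and 4 dpi in WT and ΔmiR-124; points are libraries and bars group means (n = 3). MIR200A goes from 54.0 to 375 CPM in WT and from 130.5 to 44.1 CPM in ΔmiR-124; the genes drawn were picked after their values were seen.

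AGO2-IP and whole-cell libraries were compared at 4 dpi to see which miRNAs were enriched on AGO2. MIR320A, a miRNA made without Drosha, was enriched in WT, at 10030.2 ± 1049 against 3791 ± 869.8 CPM (log2 fold change 1.81 ± 0.25, adjusted p = 6.49e-06), and in ΔmiR-124, at 12035 ± 5712 against 4757 ± 929 CPM (log2 fold change 1.63 ± 0.25, adjusted p = 2.48e-05). MIR93 was enriched in both (WT log2 fold change 1.11 ± 0.14, adjusted p = 1.73e-06, ΔmiR-124 log2 fold change 1.05 ± 0.14, adjusted p = 3.81e-06). MIR124-3 was depleted from AGO2-IP libraries of WT, at 23.5 ± 3.96 against 761 ± 93.3 CPM (log2 fold change -4.59 ± 0.49, adjusted p = 7.03e-08). The strongest depletion was in entries that are not canonical miRNAs, such as MIR4485, whose sequence matches mitochondrial rRNA, at 4.73 ± 0.513 against 215 ± 13.1 CPM in WT (log2 fold change -5.08 ± 0.49, adjusted p = 8.14e-09). As a list, entries overlapping other RNA classes were depleted in WT (11 of 17, with 12 lower and 1 higher adjusted over the list alone, median -3.40, camera adjusted p = 4.51e-08, and 0.000521 with an estimated correlation) and in ΔmiR-124 (9 of 17, 12 adjusted over the list alone, median -4.22, 2.91e-09, and 0.000201). The miR-17-92 and paralogous clusters were enriched in WT (9 of 15, 11 adjusted over the list alone, median 0.76, adjusted p = 1.11e-05, and 0.0842 with an estimated correlation) and ΔmiR-124 (6 of 15, 7 adjusted over the list alone, median 0.51, adjusted p = 0.0467, and 0.374 with an estimated correlation), with 5 to 10 and 2 to 9 members when 1 library was left out and medians of 0.35 and 0.17 under library totals. The let-7 family was enriched in ΔmiR-124 (5 of 12, 5 adjusted over the list alone, median 0.82, adjusted p = 0.0113, and 0.0742 with an estimated correlation, median 0.50 under library totals) and had 4 of 12 higher in WT (4 adjusted over the list alone, median 0.54, adjusted p = 0.0939), with no call for the difference between genotypes (adjusted p = 0.489). The 4 let-7 genes called in WT were also called in ΔmiR-124. They were MIRLET7E and MIRLET7A1, MIRLET7A2 and MIRLET7A3, of which the last 3 are copies of 1 miRNA. The miR-200 family was enriched in ΔmiR-124 (2 of 5, 2 adjusted over the list alone, median 0.69, or 0.35 under library totals). Camera gave it an adjusted p = 0.0467, and 0.238 with an estimated correlation. In WT it was not called (median 0.50, camera adjusted p = 0.299), nor was its difference between genotypes. The miR-124 loci were depleted in WT (1 of 3, 1 adjusted over the list alone, median -0.85). Camera gave an adjusted p = 0.000467, and 0.0088 with an estimated correlation. The 3 hairpins share a stretch of 31 bases, and how reads that match several copies were counted was not stated. This depletion and that of MIR124-3 therefore do not show whether mature miR-124 was depleted from AGO2. With 1 library left out, the depleted entries of other RNA classes in WT were 5 to 10, and let-7 members in ΔmiR-124 3 to 5. Of 737 genes tested with edgeR, 62 were higher and 44 lower in AGO2-IP libraries of WT, and 54 and 51 in ΔmiR-124; 37 were higher (4.54 if the calls were independent) and 34 lower in both (3.04 if independent). Under library totals alone the median of all genes moved by -0.41 in WT and -0.34 in ΔmiR-124, with 25 of 100 and 27 of 112 calls then higher. With library sizes without the miR-124 loci, 95 were higher and 40 lower in WT, and 91 and 44 in ΔmiR-124. Total counts were 61 and 64 without WT whole-cell replicate 1 and 2, and 64 each without ΔmiR-124 whole-cell replicate 1 and 3.

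Enrichment on AGO2 was not found to differ between genotypes at 4 dpi for any single gene. By edgeR, 0 of 737 genes passed, with 54 at an unadjusted p below 0.05, and DESeq2 called 1. The median standard error of this difference was 1.20 on the log2 scale, so a 2-fold difference in most genes could go unseen. In simulated data, the simpler comparison of fractions in WT recovered 20.8% of 2-fold changes. The absence of calls therefore does not show that enrichment was equal. MIR200A had 1.02 ± 0.47 (adjusted p = 0.627) and MIR302A -0.03 ± 0.18 (adjusted p = 1). The miR-17-92 and paralogous clusters were less enriched in ΔmiR-124 as a list (0 of 15, 0 adjusted over the list alone, median -0.30, camera adjusted p = 0.0366, adjusted p = 0.574 with an estimated correlation), with a median of -0.35 to -0.12 when 1 library was left out.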

Values the study reported

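The study recalled from earlier work that miR-124 made up about 80% of the miRNA profile of iNGN cells at 4 dpi. By qRT-PCR, it reported that miR-124 rose 18-fold from 0 to 4 dpi in WT cells and was not detected in ΔmiR-124 cells, in which 6 alleles of 3 loci were disrupted.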

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

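The results here stood out because the change in 1 group differed from that in another by a test of the difference itself (edgeR for genes, camera for lists). Those differences were planned comparisons, whereas all tests of explanations below were chosen only after the results were seen. In AGO2-IP libraries, the change from 0 to 4 dpi was more negative in ΔmiR-124 for MIR200A by -4.52 (adjusted p = 3.80e-09) on the log2 scale, and for MIR30A by -2.28 (adjusted p = 4.94e-06). The values were -2.12 (adjusted p = 0.000135) for MIR100, -1.76 (adjusted p = 0.00119) for MIR99A, -1.77 (adjusted p = 0.00324) for MIR1-1 and -2.01 (adjusted p = 0.0199) for MIR1-2. They were -1.49 (adjusted p = 0.0194) for MIR141, -1.30 (adjusted p = 0.0276) for MIR199A1, -1.20 (adjusted p = 0.0276) for MIR7-3, -1.14 (adjusted p = 0.00677) for MIR30E and -0.74 (adjusted p = 0.0316) for MIR21. MIR155, at 1.38 (adjusted p = 0.00182), and MIR221, at 0.98 (adjusted p = 0.0276), were more positive in ΔmiR-124. MIR1-2 lost its call without the 4 dpi library of WT replicate 1 (-1.79) or ΔmiR-124 replicate 3 (-1.99), and MIR141 without WT replicate 1 or 2 at 0 dpi or ΔmiR-124 replicate 1 or 3 at 4 dpi (-1.49 to -1.37). With each of the 12 libraries left out in turn, MIR221 (0.86 to 1.02) and MIR199A1 (-1.38 to -1.17) lost theirs in 8 fits, MIR7-3 (-1.28 to -1.07) in 6 and MIR21 (-0.79 to -0.64) in 10. Under library totals MIR199A1 (-1.13), MIR7-3 (-1.03) and MIR21 (-0.58) were short of the threshold, MIR21 also with RLE factors (-0.72). Of 100 splits drawn from the 12 libraries, 3 gave at least the 17 genes of the real grouping, the real one included, and the highest other split gave 48. That split exchanged the genotypes of all 6 libraries at 0 dpi, which puts the genotype difference into the interaction, and others put it into the spread. The splits are therefore no test of a missing interaction and do not show whether chance can be excluded.

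As lists in AGO2-IP libraries, the same interaction had a median of 0.32 (camera adjusted p = 0.0353, adjusted p = 0.299 with an estimated correlation) for the miR-302 cluster, -0.29 (camera adjusted p = 0.0071, adjusted p = 0.299 with an estimated correlation) for neuron-enriched miRNAs and -0.40 (camera adjusted p = 3.02e-05, adjusted p = 0.169 with an estimated correlation) for the miR-200 family. It was -1.29 (camera adjusted p = 0.0013, adjusted p = 0.169 with an estimated correlation) for muscle and mesoderm miRNAs and -0.74 (camera adjusted p = 0.000424, adjusted p = 0.169 with an estimated correlation) for mesenchymal and fibroblast miRNAs. Members past the threshold were 0 of 5, 1 of 22, 2 of 5, 2 of 7 and 3 of 9 in that order, and at their fewest with 1 library left out 0, 0, 1, 1 and 0. The 2 muscle members were MIR1-1 and MIR1-2, copies of 1 miRNA. Under library totals the medians were 0.48 for the miR-302 cluster, -0.13 for neuron-enriched miRNAs and -0.26 for the miR-200 family, which with 1 library left out ran from 0.27 to 0.48, -0.43 to -0.09 and -0.56 to -0.19. In whole-cell libraries the genes were MIR124-3 at -7.61 (adjusted p = 0.00116), MIR200A at -5.61 (adjusted p = 9.44e-05), MIR100 at -2.11 (adjusted p = 0.00809) and MIR30A at -1.42 (adjusted p = 0.000262). MIR124-3 rests on 8 and 1 counts in ΔmiR-124 at 0 and 4 dpi and depends on the prior count, as does its list. It was at -5.90 and not called without ΔmiR-124 replicate 1 at 0 dpi. The whole-cell lists were the miR-124 loci at -5.65 (camera adjusted p = 0.00132, adjusted p = 0.227 with an estimated correlation), the miR-17-92 and paralogous clusters at 0.36 (camera adjusted p = 0.00849, adjusted p = 0.333 with an estimated correlation) and the miR-200 family at -0.62 (camera adjusted p = 0.045, adjusted p = 0.333 with an estimated correlation). For the whole-cell libraries, 8 of 100 splits gave at least the real count of 4 (highest other 10), and with the same limit these splits do not show whether chance can be excluded. The whole-cell medians with 1 library left out ran from -6.62 to -1.77 for the miR-124 loci and -1.09 to -0.14 for the miR-200 family. Between fractions at 4 dpi, the miR-17-92 and paralogous clusters had -0.30 (camera adjusted p = 0.0366, adjusted p = 0.574 with an estimated correlation).

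MIR200A was lower and MIR200B higher in ΔmiR-124 at 4 dpi, although both lie within 1 short stretch of chromosome 1. Reads shared with the missing miR-124 are argued against, since the longest stretch that MIR200A shares with a miR-124 hairpin is 8 bases and 150 of 1874 other hairpins share a longer one. A constant difference between the lines is excluded for MIR200A, which was higher in ΔmiR-124 at 0 dpi, by 1.36 on the log2 scale. For MIR200B it is not excluded, as the interaction of genotype and day was 0.11 ± 0.19 in AGO2-IP libraries (edgeR, adjusted p = 0.871). The level of a transcript common to both genes is excluded as the whole cause by MIR200B, at 1.12 at 4 dpi. What also stays open, and was not tested, is a change in processing or stability or a local difference between the lines. The cause may not be particular to MIR200A, since MIR30A on chromosome 6 was likewise higher at 0 dpi (1.21 ± 0.16) and lower at 4 dpi (-1.07 ± 0.15).

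The miR-302 cluster members were higher in ΔmiR-124 at 4 dpi in AGO2-IP libraries. Scaling between libraries is argued against by the list's lowest median under another scaling, 0.47. Of 16 genes outside the list that fell at least 4-fold on average from at least 50 CPM, 15 fell less in ΔmiR-124 by estimate (93.8%, MIR135A2 at -0.17 was the exception), which is consistent with a less complete loss of 0 dpi miRNAs in ΔmiR-124, though several of them are cluster members or pairs and not independent, and MIR200A, MIR141 and MIR21 went the other way. A constant difference between the lines stays open, with a list median of 0.15 at 0 dpi, against a median standard error of 0.13 for its members. Cells lagging in differentiation may give such a pattern, and so may slower decay of these miRNAs. The miR-371-373 cluster, which also falls over time, had a median of -0.42 at 4 dpi (camera adjusted p = 0.0516). It was already at -0.58 at 0 dpi (camera adjusted p = 0.0103, adjusted p = 0.281 with an estimated correlation). Its interaction median was 0.16 (camera adjusted p = 0.841), and MIR371A and MIR371B, which share their reads, are among the 15 genes above. The lower level of this cluster at 4 dpi therefore does not decide for or against a less complete fall.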

How the results depend on the processing

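Of 404 calls on named genes, 3382 of 3479 values under other settings kept direction and side of the threshold, 96 were short of it and 1 turned; with 1 library left out, 2258 of 2526 kept both and 268 fell short. Among 578 named results that were not called, 155 of 4923 values under other settings and 59 of 4602 with 1 library left out passed. The value that turned was MIR92A1 at 4 against 0 dpi in ΔmiR-124 whole-cell libraries, at 0.0137 under library totals and -0.36 ± 0.12 otherwise. For counts of called genes that moved by over 1.5 times, the cause was not tested except where fewer libraries or genes entered by construction. With the compared groups alone in the fit, the genotype counts were 68 (AGO2-IP, 4 dpi), 26 (AGO2-IP, 0 dpi), 41 (whole-cell, 4 dpi) and 0 (whole-cell, 0 dpi). With DESeq2 they were 67 for AGO2-IP at 0 dpi, 26 and 8 for whole-cell at 4 and 0 dpi, 1 for genotype by fraction and 45 for genotype by day in AGO2-IP libraries. Without the filter they were 14 and 11 for whole-cell at 4 and 0 dpi and 32 for genotype by day in AGO2-IP libraries. Library totals gave 14 and 2 for whole-cell at 4 and 0 dpi, RLE factors 2 at 0 dpi, and library sizes without the miR-124 loci, which removes those loci from the test, 0 at 0 dpi. Leaving out 1 of each opposite-strand pair, chosen after seeing the data, moved no count by over 1.5 times.

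With 1 library left out, the counts ran from 11 to 36 and 18 to 37 for genotype in AGO2-IP at 4 and 0 dpi, 6 to 8 and 1 to 3 in whole-cell, 346 to 380 (WT) and 346 to 376 (ΔmiR-124) over time in AGO2-IP, 161 to 176 and 145 to 176 in whole-cell, 61 to 104 and 64 to 103 between fractions, 0 to 0 for genotype by fraction, and 7 to 25 and 3 to 5 for genotype by day. A replicate block gave 47 and 45 calls for genotype in AGO2-IP, 8 and 1 in whole-cell, 164 to 389 over time, 101 and 92 between fractions, 0 for genotype by fraction, and 19 and 4 for genotype by day. Of these the 92, against 105, rests on libraries read as pairs, where the block ended the call of MIR590 among the named genes and added MIR302B, MIR1323, MIR149, MIR183 and MIR182. Elsewhere the numbers were not read as pairs. The study's methods took a sample of the lysate before precipitation, so the WT libraries of both fractions may be paired too. For WT between fractions the block gave 101 calls and kept 90 of the 106. It ended the call of MIR877 between genotypes in whole-cell libraries at 4 dpi (0.96). The share of higher genes among the calls moved under scaling: with RLE factors and library totals it was 42.4 and 65.0% (54.8% with TMM) for genotype in AGO2-IP at 4 dpi and 53.3 and 53.1% (65.9%) at 0 dpi. Library totals gave 57.1% (33.3%) in whole-cell at 4 dpi and 35.7% (11.8%) for genotype by day in AGO2-IP libraries. Library totals moved the median of all genes by 0.17 for genotype by day in AGO2-IP libraries, and library sizes without the miR-124 loci by 0.15 (WT) and 0.16 (ΔmiR-124) between fractions. Over the lists, camera called 71 tests, 20 with estimated correlations and 108 with fry, 68 of them shared. With copies of a miRNA summed, camera called 60, 57 of them among the 71. Whole-cell libraries were shallow (at 0 dpi as few as 281380 counts) and their replicates less alike (Pearson correlation of log counts 0.839 to 0.935, against 0.980 to 0.996 in AGO2-IP). Neither limit was tested apart.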

Other observations

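All tests of explanations here were chosen only after the results were seen. The most abundant hairpin genes changed places between the times in a similar way in both genotypes. At 0 dpi, MIR302A took 37.1% of WT and 38.1% of ΔmiR-124 whole-cell counts. MIR92A1, of the miR-17-92 cluster, took 13.8 and 12.5%. At 4 dpi, MIR183 led with 17.4% in WT and 14% in ΔmiR-124, followed by MIR92A1 with 11.3 and 12.6% and MIR182 with 11 and 10.2%. MIR375 took 7.89 and 7.1%. MIR302A still held 4.96 and 6.99%.

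The share of miR-124 in WT at 4 dpi was 0.0130% in AGO2-IP and 0.101% in whole-cell libraries. That is lower than the value quoted from the study above, which came from earlier work on other samples. The measures may differ as well, since the counts here are per hairpin locus and may leave out reads that match several copies. The share in WT rose 6.01-fold from 0 to 4 dpi in AGO2-IP and 9.18-fold in whole-cell libraries. That is lower than the value quoted from the study above, which came from qRT-PCR and not from a share of sequenced reads.

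The counts at the miR-124 loci of WT were small and unequal. MIR124-3 held 75.4% of them in whole-cell libraries at 4 dpi (73.8 to 78.2% over 3 libraries) and 18.3% in AGO2-IP libraries (15.8 to 23.1%). Counting of shared reads at every copy is argued against by the 75.4%, because it would bring the loci close to equal shares. The 31 bases that the 3 hairpins share are long enough to hold a whole miRNA. Leaving out reads that match more than 1 copy could therefore account for low counts at these loci. MIR92A1 and MIR92A2, copies with the same mature sequence, still held 14.1 and 5.9% of WT AGO2-IP counts at 4 dpi. Such an omission should have lowered these too, so the explanation stays open. The study's methods left reads that match several places out of its differential analysis. Whether the table does so was not stated, and the reads were not analysed here. At MIR124-2 in ΔmiR-124 AGO2-IP libraries at 4 dpi, reads carried over from WT libraries are argued against by its share of the miR-124 counts, 95% (38 of 40, Clopper-Pearson interval 83.1 to 99.4%) against 43.6 to 45.3% in WT.

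Splits of the compared libraries into other groups of 3 number 10, too few for a share under 0.05. As large a count as the real one came from 1 of 10 splits for genotype in AGO2-IP libraries at 4 dpi (42 real, 1 highest other) and at 0 dpi (44 and 0), and in whole-cell libraries at 4 dpi (9 and 0). At 0 dpi in whole-cell libraries it came from 3 of 10 (1 and 1). Over time it came from 1 of 10 in WT (390 in AGO2-IP, 190 in whole-cell) and in ΔmiR-124 (383 and 184), with 0 as the highest other. Between fractions it came from 1 of 10 in WT (106 and 0) and in ΔmiR-124 (105 and 0), where neither the 3 other splits that part all 3 pairs nor the 6 remaining ones called any gene. For genotype by fraction, all 100 drawn splits gave at least the 0 of the real grouping and the highest gave 43, in a split that exchanged the genotypes of all 6 whole-cell libraries. As no split can fall below 0, this tested nothing.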
